A study of Mus musculus with 8 samples. Its data were reported in "Altered huntingtin−chromatin interactions predict transcriptional and epigenetic changes in Huntington's disease" (2025).

How the data were processed

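HTT ChIP-seq was done on mouse cortex in a 2 by 2 design of genotype (Htt+/+ or HttQ111/+, a knock-in mouse with a lengthened CAG tract in 1 copy of Htt) and treatment (an antisense oligonucleotide, ASO, against Htt given into the cerebral ventricle, or no treatment). Per the labels, each ChIP library pooled cortex of 3 mice aged 4 months, the ASO dose was 500 µg and tissue was taken 4 weeks after injection. The methods text gives a smaller pool for this experiment, so the pool size is uncertain. There were 8 samples, of which 4 were HTT ChIP libraries with a peak list each and 4 were input samples whose own data were not analysed here. Each group held 1 library.

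The authors aligned reads, merged the 4 inputs into 1 control and called peaks for each ChIP library with MACS2, scaling to the control. The methods also describe a reduction of the 4 ChIP libraries to the size of the smallest. The deposited peak lists give for each peak a fold enrichment at the summit, a −log10 p-value and a −log10 q-value, and an integer score that is 10 times the −log10 p-value, truncated. These values are the authors' own. No peak had a −log10 p-value below 3.00. The labels name the mm9 build and the methods name mm10. Peaks of chromosome 1 reached base 197184321, within the 197195432 bases of that chromosome in NCBIM37 (mm9), and 0 peaks passed a chromosome end. Of the reproducible regions defined here, 22.7% had their midpoint within 1 kb of an end of a protein-coding gene in NCBIM37, against 4.96% with gene positions of GRCm38 and 4.51% with NCBIM37 genes moved by 500000 bases. The files were therefore read as mm9, with the GENCODE vM1 annotation (22367 protein-coding genes on chromosomes 1 to 19, X and Y).

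The depth of a library was recovered from the peaks. MACS2 gives the fold enrichment as (reads × factor + 1)/(background + 1) and the p-value as a Poisson tail on the same terms, so a factor under which whole reads explain each peak's fold enrichment and p-value can be searched for. With 1 factor per library, whole reads matched 100% of peaks within 0.01 of the deposited −log10 p-value, against a median of at most 0.985% over 6 other factors within 10% of it, tried on 1 in 20 peaks. At most 5 peaks of a library had a second whole number that matched with a background at or above the genome-wide one. On 3 simulated libraries of 17520 to 19661 peaks, the search returned the simulated factor and 100% of the read numbers, and 950 of 950 planted shared regions were found. Counting intervals below are 95% Wilson intervals (for a ratio of peak numbers, from the share of the numerator in the sum). They cover counting error only, since reads and neighbouring peaks are not independent and there is no replicate library.

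Peak numbers were compared over all deposited peaks. Other results used chromosomes 1 to 19, X and Y. Reproducible regions were the merged peaks with q below 0.01 that overlapped by 1 base or more and came from at least 2 of the 4 libraries. The ENCODE list of artefact regions was not used here. For each region the log2 ratio of the highest fold enrichment was averaged over the 2 pairs of libraries, with a library without a peak set to the lowest deposited fold enrichment (1.40). Fold enrichments are relative to each library's own background, so comparisons between libraries carry the scaling of each. An exact permutation test exchanged labels within the other factor (4 relabellings, smallest one-sided p = 0.25). No p-value was computed across peaks or regions, which are not replicates. Random backgrounds came from 100 seeded placements on the same chromosome outside gaps, which do not account for sequence that short reads cannot be placed on.

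A promoter reached from a transcription start site to 3 kb upstream, followed in rank by exons and introns, and the midpoint of a region decided. Genes named were Htt and 5 genes that the study names (peaks from 20 kb upstream of the start site to 1 kb past the gene), the 5 regions with a peak in all 4 libraries whose lowest fold enrichment was highest, and the 3 regions that were lowest and the 3 that were highest with ASO in both genotypes. The design, these rules and a first set of alternatives (q cuts, overlap rules, bases covered, values and regions used, windows) were fixed before the data were examined. Alternatives based on reads at the summit, on recomputed p-values and on all sequences were chosen after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.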

Results

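HTT ChIP-seq measures DNA recovered with an antibody against huntingtin (HTT). Peak lists were compared for 4 libraries of mouse cortex, 1 per group, to ask whether lowering HTT with an ASO changed HTT peaks and whether Htt+/+ and HttQ111/+ mice differed. There were no replicate libraries, so no difference below could be set against a spread between replicates. Per the methods, control mice were naive and untreated. A difference with ASO could therefore also come from the injection or the oligonucleotide itself. The lists held 44664 peaks in Htt+/+ untreated, 41323 in Htt+/+ ASO, 47957 in HttQ111/+ untreated and 40505 in HttQ111/+ ASO cortex.

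The recovered depth was low. ChIP reads per kb were 1.12 in Htt+/+ untreated, 1.22 in Htt+/+ ASO, 1.10 in HttQ111/+ untreated and 1.36 in HttQ111/+ ASO libraries, a 1.24-fold range. Input reads per kb were 3.63 in every library. Between 79.6% and 87.3% of the peaks of a library had 2 to 4 reads at the summit. Peaks with 5 or more reads numbered 6794 in Htt+/+ untreated, 8413 in Htt+/+ ASO, 9056 in HttQ111/+ untreated and 5152 in HttQ111/+ ASO. The narrowest peak measured 230, 224, 210 and 287 bp in the same order, and from 59.3% to 67.2% of the peaks of a library had exactly that width.

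**Figure D1:**
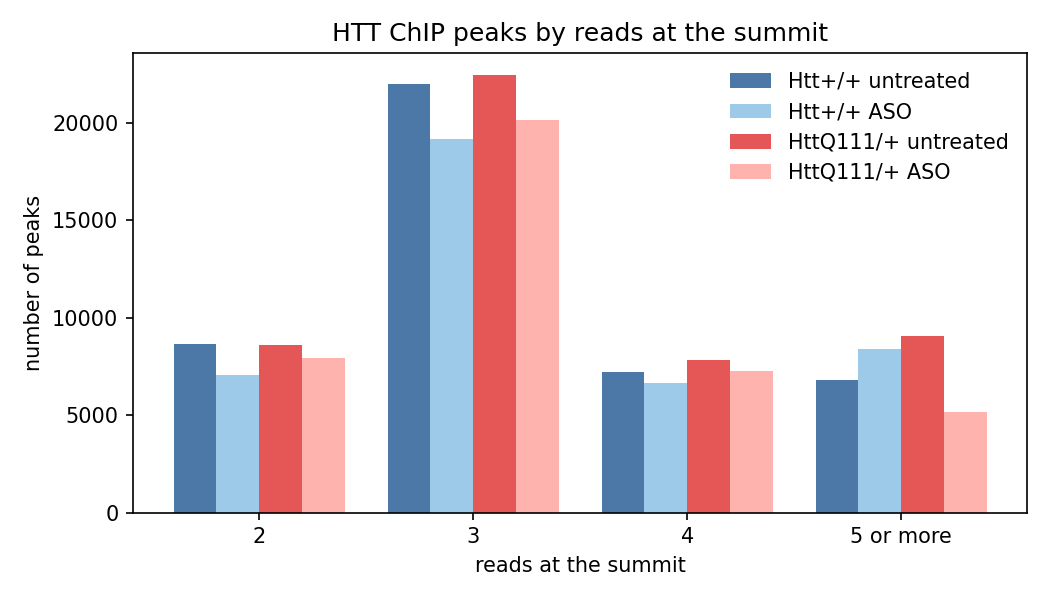
Number of HTT ChIP peaks (vertical axis) by recovered reads at the summit (horizontal axis) in the 4 libraries, 1 bar per library. Peaks with 3 reads were the most frequent in each library, and HttQ111/+ ASO had the fewest with 5 or more (5152).

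Peak number was lower with ASO in both genotypes. The ASO to untreated ratio was 0.925 (95% counting interval 0.913 to 0.938) in Htt+/+ and 0.845 (0.834 to 0.856) in HttQ111/+. The mean log2 ratio was -0.18, and the exact permutation test gave a one-sided p = 0.25, the smallest value that 4 libraries allow. The direction depended on which peaks were counted. With at least 8 reads at the summit, the ratio was 1.46 in Htt+/+ and 0.227 in HttQ111/+. In bases covered it was 0.901 in Htt+/+ and 1.08 in HttQ111/+, where the mean peak width was 329.5 bp with ASO and 257.4 bp without.

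The HttQ111/+ to Htt+/+ ratio of peak number was 1.07 (1.06 to 1.09) in untreated cortex and 0.980 (0.967 to 0.994) with ASO. These went in opposite directions, and the mean log2 ratio was 0.04 (exact permutation test, two-sided p = 1.0, smallest possible 0.5). With q below 0.01 the ratio in untreated cortex was 1.27. At that q, peaks with 2 reads passed in HttQ111/+ untreated (3478 peaks) and in no other library.

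Few peaks recurred between libraries. Over the 12 directed pairs, a median of 7.06% of peaks overlapped a peak of the other library, from 4.74% to 10.8%. Random placement gave means from 0.882% to 1.13%. Pairs with HttQ111/+ ASO shared from 4.74% to 5.62%, and pairs without it from 8.50% to 10.8%. Libraries of the same treatment did not stand apart from those of the same genotype. Htt+/+ untreated peaks overlapped those of HttQ111/+ untreated in 10.6% and those of Htt+/+ ASO in 8.50% of cases, while Htt+/+ ASO and HttQ111/+ untreated, which shared neither factor, overlapped in 10.8% of Htt+/+ ASO peaks. A reciprocal overlap of 50% lowered the median to 4.42%.

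**Figure D2:**
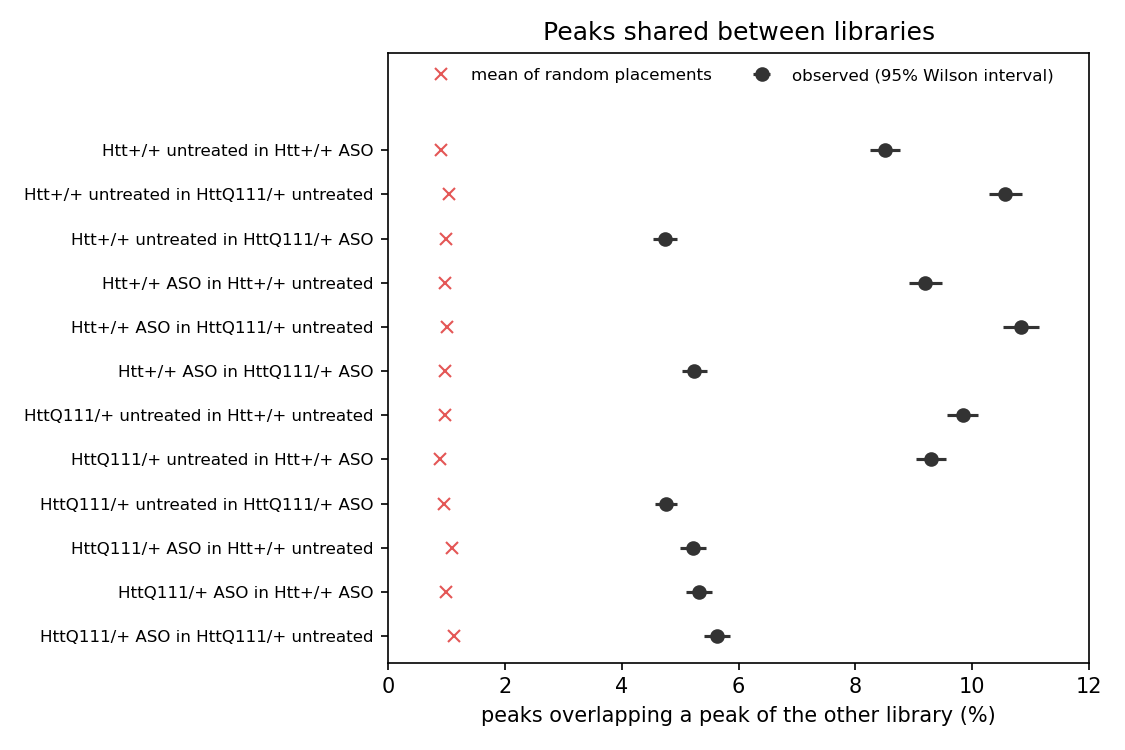
Percent of peaks of the first library that overlap a peak of the second by at least 1 base (horizontal axis) for the 12 directed pairs; points are observed values with 95% Wilson intervals and crosses are means of 100 random placements. The 6 pairs with HttQ111/+ ASO lie between 4.74% and 5.62%, below the other 6.

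There were 10493 reproducible regions, 8.55% of 122794 merged regions. Of these, 8721 came from 2 libraries, 1561 from 3 and 211 from 4. Random placement gave a mean of 1558 regions (from 1473 to 1664), or 14.9% of the observed number. Of the reproducible regions, 58.0% were called in Htt+/+ untreated, 58.2% in Htt+/+ ASO, 68.4% in HttQ111/+ untreated and 34.3% in HttQ111/+ ASO. Without the HttQ111/+ untreated library 4918 regions were left.

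Of the reproducible regions, 68.4% (95% interval 67.5% to 69.2%) had a lower fold enrichment with ASO over both genotypes. The same measure gave 56.8% lower in HttQ111/+. The third split, which sets Htt+/+ ASO and HttQ111/+ untreated against the other pair, gave 33.4%, which is 16.6 percentage points from 50% beside 18.4 for ASO. For regions from peaks with at least 5 reads the order was reversed, with 27.5 points for the third split and 23.5 for ASO. With 3 splits, no share of splits below 1 in 3 can be reached. The ASO share came mainly from 1 genotype. Within a pair of libraries, regions with no peak in either were left out. The share was then 51.6% (50.6% to 52.7%) of 9432 regions in Htt+/+ and 73.9% (73.0% to 74.8%) of 9079 in HttQ111/+. In HttQ111/+, 5377 regions had a peak without ASO alone and 1831 with ASO alone. The HttQ111/+ ASO library was also lower than the Htt+/+ ASO library in 69.8% of the 8390 regions with a peak in either. In untreated cortex HttQ111/+ was lower in 40.3% of 9641. Dividing by each library's median fold enrichment over the regions with a peak in all 4 libraries moved the ASO share to 58.9% and the third split to 48.5%. Equal reads did not give equal fold enrichment. With 3 reads at the genome-wide background it was 5.82 in Htt+/+ untreated and 5.47 in Htt+/+ ASO. It was 6.19 in HttQ111/+ untreated and 4.41 in HttQ111/+ ASO. The shares therefore carry the scaling of each library.

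**Figure D3:**
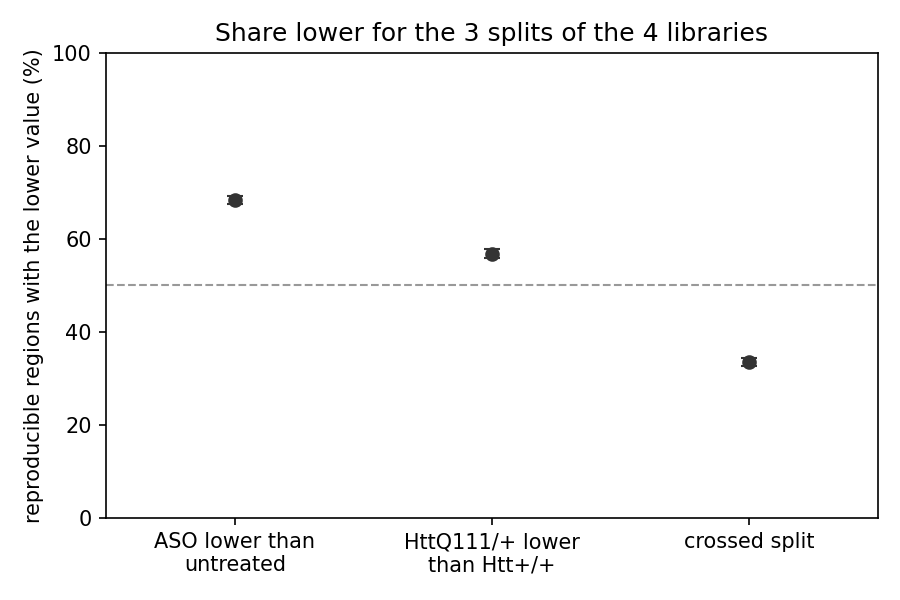
Percent of reproducible regions with the lower mean log2 fold enrichment (vertical axis) for the 3 ways to split 4 libraries into pairs, with 95% Wilson intervals and a dashed line at 50%. The ASO split (68.4%) and the crossed split (33.4%) lie at similar distances from 50%.

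Across the 263 regions with a peak in all 4 libraries, the log2 ratio of ASO to untreated in Htt+/+ had a Pearson r of -0.122 and a Spearman rho of -0.093 with that in HttQ111/+. This is across regions, which are not independent replicates. Both ratios had the same sign in 50.6% of these regions, beside 51.4% from the share lower in each genotype alone.

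Of the reproducible regions, 15.9% (15.2% to 16.6%) lay in promoters, beside 6.41% at random. Introns held 27.0% (35.9% at random) and intergenic sequence 38.8% (54.7% at random). With any overlap in place of the midpoint the promoter share was 23.0%. Within 1 kb of a start site lay 27.4% of regions, beside 4.38% at random. A reproducible region lay within 20 kb of the start site of 6570 of 22367 protein-coding genes, beside a mean of 3611 at random. By library, 10.7% of Htt+/+ untreated, 12.8% of Htt+/+ ASO, 13.3% of HttQ111/+ untreated and 5.41% of HttQ111/+ ASO peaks lay within 1 kb of a start site. Among peaks with 8 or more reads these shares were 71.8%, 74.5%, 73.2% and 53.3%. The regions were rich in G and C, with a median of 56.0% beside 42.0% at random.

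**Figure D4:**
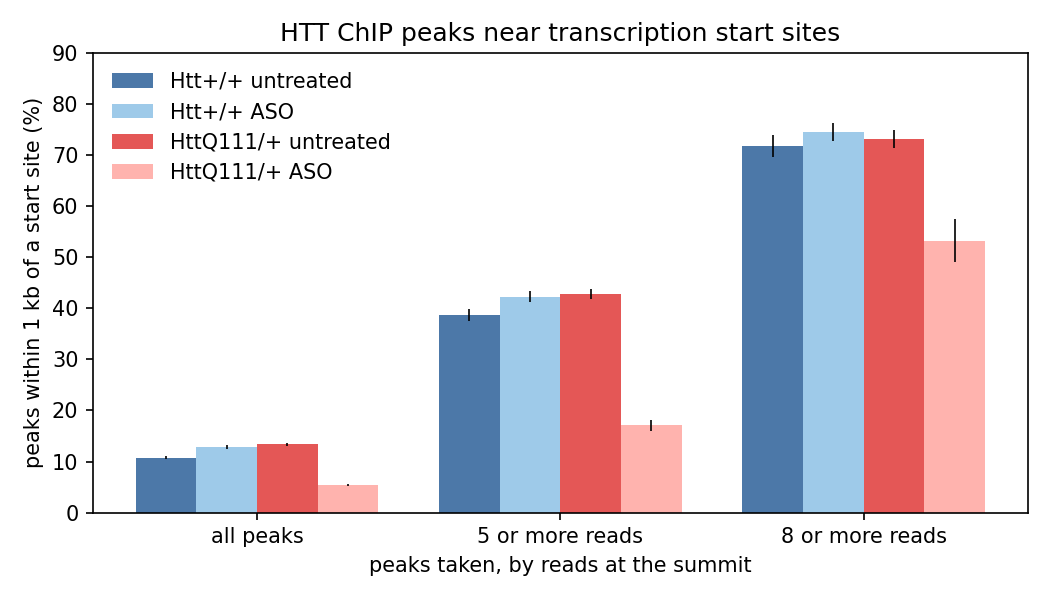
Percent of peaks within 1 kb of an annotated transcription start site (vertical axis) for all peaks and for peaks with at least 5 or at least 8 reads at the summit, 1 bar per library with 95% Wilson intervals. HttQ111/+ ASO has the lowest share in each set (5.41% of all peaks).

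As a check on background, 0.449% of 1113 olfactory receptor genes (0.192% to 1.05%) and 3.68% of all protein-coding genes had a reproducible region over the start site. The start sites were not matched on GC content, so a lower olfactory share cannot tell HTT signal from a preference for GC-rich sequence. With the peaks of 1 library, the olfactory share was 0.719% in Htt+/+ untreated, 0.898% in Htt+/+ ASO and 0.180% in HttQ111/+ untreated. All protein-coding genes gave 3.01%, 4.48% and 4.11%. In HttQ111/+ ASO the shares were 0.629% (0.305% to 1.29%) and 0.917%, so the check did not separate these genes in that library. For 84 ribosomal protein genes the number with a reproducible region was 0, which allows a share of up to 3.57% by the limit of 3 counts and 4.37% by the Wilson interval. For 67 histone genes it was 0, which allows up to 4.48% and 5.42%. By the Wilson interval, a difference of either class from the 3.68% of all protein-coding genes was not detectable with so few genes. By the limit of 3 counts the ribosomal protein genes lay just below it, so for them the limits disagree.

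The ASO targets Htt (chromosome 5, 35104389 to 35255183, mm9, plus strand). Its window held 4 peaks in Htt+/+ untreated, 4 in Htt+/+ ASO, 1 in HttQ111/+ untreated and 5 in HttQ111/+ ASO, none of them in a reproducible region. Peak density over the genome would give 2.96, 2.74, 3.19 and 2.69 peaks. The amount of HTT was not analysed here. The window of Ppp1r1b (chromosome 11, gene at 98209718 to 98219110) had 1, 4, 2 and 1 peaks in the same order of libraries. It held 4 reproducible regions, with 0.524 peaks expected in Htt+/+ untreated. Within the gene lay only a peak of Htt+/+ ASO (98210028 to 98210471) and one of HttQ111/+ untreated (98210091 to 98210371). The others lay upstream of it. Pde10a (chromosome 17, 8718237 to 9179513) had 12, 7, 9 and 7 peaks and 2 reproducible regions, close to the density of the genome. Rgs9, Sox11 and Foxp2 had 0 reproducible regions.

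The 5 regions with the highest minimum fold enrichment over the 4 libraries were, in order, intergenic with a U6 gene nearest, in an intron of Gm17452, in a promoter within Nrxn2, in an intron of Tbc1d16 and in intergenic sequence nearest to SNORA17. The first (chromosome 3, 148715602 to 148715898) had fold enrichments of 14.0, 12.2, 9.14 and 11.4 on 9, 12, 8 and 10 reads. The Nrxn2 region (chromosome 19, 6531509 to 6532157) had 7.30, 7.34, 6.03 and 6.25. The regions that were lowest with ASO in both genotypes lay in an exon of Keap1 (chromosome 9, 21043010 to 21043896, mean log2 ratio -1.14), an intron of Naa15 (-1.08) and an intron of Evi5 (-1.06). At Keap1 the reads at the summit were 11, 10, 12 and 11, nearly level across the 4 libraries. The highest lay in an intron of Tmem132e (0.63), an exon of Lats2 (0.53) and an intron of Socs3 (0.47).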

Values the study reported

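For striatum, a different tissue from the cortex analysed here, the study reported 9656 reproducible HTT peaks. It placed 31% of them up to 3 kb upstream of a transcription start site, 28.1% in introns other than the first, and 20.8% downstream of genes or in distal intergenic sequence.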

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

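The tests of read depth, of width and of unplaced sequence in this part, and the ratios of peaks with at least 5 and at least 8 reads, were chosen only after the results were seen.

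Peaks with many reads changed with ASO in opposite directions in the 2 genotypes. The ASO to untreated ratio of peaks with at least 5 reads at the summit was 1.24 in Htt+/+ and 0.569 in HttQ111/+, and with at least 8 reads 1.46 and 0.227. With 1 library per group the difference between genotypes was not tested. Lower depth cannot be the cause in HttQ111/+, where the ASO library had 1.24 times the ChIP reads per kb of the untreated one. In Htt+/+ the ASO library was also the deeper one, by 1.09 times. A poorer immunoprecipitation in 1 library, and an ASO effect that depends on genotype, both stay open and have not been told apart by any value here.

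Bases covered by peaks also went in opposite directions, with a ratio of 0.901 in Htt+/+ and 1.08 in HttQ111/+. The difference was not tested. The narrowest width was 287 bp in HttQ111/+ ASO and 210 bp in HttQ111/+ untreated. Divided by each library's narrowest width, the HttQ111/+ ratio became 0.791, so the wider fragments assumed in peak calling are a candidate explanation for the rise. No biological explanation of the width was tested.

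The lists also held 1996 peaks outside chromosomes 1 to 19, X and Y, which the comparisons of regions did not use. Reads from repeats that fit several places would raise their density. The density on the unplaced Y sequence was at most 0.346 times that of autosomes, but its length includes gaps that were not measured, so this explanation cannot be told apart from true signal. No biological explanation was tested.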

How the results depend on the processing

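Alternatives that use reads at the summit, recomputed p-values or all sequences were chosen after seeing the data. Unless a value or the construction of an alternative shows it, the cause of a change was not tested.

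The ASO to untreated ratio of peak number in Htt+/+ was 0.952 with q below 0.01, 0.901 in bases covered, 0.951 with at least 3 reads at the summit and 0.974 under the smallest scaling factor. It reversed to 1.24 with at least 5 reads and 1.46 with at least 8. In HttQ111/+ it was 0.710 with q below 0.01, 0.828 with at least 3 reads, 0.569 with at least 5, 0.227 with at least 8 and 0.886 under the smallest factor, and reversed to 1.08 in bases covered. The HttQ111/+ to Htt+/+ ratio in untreated cortex was 1.27 with q below 0.01, 1.01 in bases covered, and 1.09, 1.33 and 1.37 with at least 3, 5 and 8 reads. With ASO it was 0.950 with q below 0.01, 0.951, 0.612 and 0.214 with at least 3, 5 and 8 reads, and reversed to 1.21 in bases covered. Counting each summit changed no ratio, since no interval was listed more than once.

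Reproducible regions fell to 1772 in at least 3 libraries, 211 in all 4 and 3840 from peaks with at least 5 reads. They ranged from 4918 to 7624 across the 4 counts that each left out 1 library, as fewer libraries offer fewer pairs. Other cuts and overlap rules stayed within 1.5 times of 10493.

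The share of reproducible regions lower with ASO stayed above 50% in every alternative. It was 76.8% over regions with a peak in all 4 libraries, 70.8% with −log10 q and 58.9% after division by the library median. It was 72.1% and 65.9% for regions from q below 0.001 and from all deposited peaks, and 78.2% in at least 3 libraries. From peaks with at least 5 reads it was 73.5%. In reads at the summit over those expected per window it was 85.2%, over the regions with a peak in all 4 libraries only. The crossed split gave 23.2%, 34.0%, 48.5%, 31.4%, 35.9%, 21.7%, 22.5% and 16.3% in the same order. The reads expected per window are those that a library's depth gives over its narrowest width. They were 0.259 in Htt+/+ untreated, 0.274 in Htt+/+ ASO, 0.231 in HttQ111/+ untreated and 0.391 in HttQ111/+ ASO. Shares in this measure therefore carry the width set in peak calling as well as depth. Over the 263 regions with a peak in all 4 libraries, unscaled reads at the summit were not lower with ASO. They totalled 3809 without and 4127 with ASO in Htt+/+, and 3844 and 3849 in HttQ111/+. The share over these regions therefore depends on the scaling of each library. When 1 library and its partner were left out, regions with no peak in the remaining pair were dropped. The share lower with ASO then ranged from 51.6% to 73.9%. The low end is Htt+/+ alone, so the HttQ111/+ pair decided the value. The share lower in HttQ111/+ was 64.3% over regions with a peak in all 4 and 55.2% after division by the median. It was 55.3% from q below 0.001, 54.6% from all deposited peaks and 72.7% in at least 3 libraries. From peaks with at least 3 and 5 reads it was 55.7% and 61.9%. In reads over those expected per window it was 71.9%, over the regions with a peak in all 4 only. It ranged from 40.3% to 69.8% when 1 library and its partner were left out, with the same regions dropped. It so reversed without either ASO library.

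Within pairs, the share lower with ASO in Htt+/+ was 55.3% with a peak in both libraries. Over the same regions it was 58.5% in reads over those expected per window. It reversed to 45.8% from peaks with at least 5 reads. In HttQ111/+ it was 71.2% with a peak in both, 65.2% after division by the median and 88.9% from peaks with at least 5 reads. In reads over those expected per window it was 91.7%, over regions with a peak in both only. More reads were expected per window with ASO in both genotypes, so equal reads counted as lower with ASO. The share lower in HttQ111/+ in untreated cortex was 38.8%, 48.3%, 37.2% and 35.6% in the same order of alternatives, and with ASO it was 74.2%, 61.6%, 85.4% and 86.9%.

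The median share of shared peaks was 4.42% with reciprocal overlap of 50%, 6.51% with summits within 250 bp and 13.9% with at least 5 reads. The promoter share was 10.4% with 1 kb upstream, 23.0% with any overlap, 23.2% in all 4 libraries and 31.3% from peaks with at least 5 reads. The intron share was 29.1%, 20.8%, 16.1% and 19.97% in that order. The intergenic share was 40.3% with 1 kb upstream, 28.4% in all 4 libraries and 14.0% from peaks with at least 5 reads. Protein-coding genes near a region numbered 3260 within 5 kb, 253 in all 4 libraries and 4149 from peaks with at least 5 reads.

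With about 1 ChIP read per kb, most peaks rest on 2 to 4 reads, and this limits what any single peak or a missing peak can show.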

Other observations

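The tests of read stacks, of the scaling factor with recomputed p-values, of the q cut, of the mix of read numbers, of a single weaker library and of start sites under GC matching, and the values for regions from peaks with at least 5 reads, were chosen only after the results were seen.

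Most peaks were exactly as wide as the narrowest peak of their library. Stacks of reads with the same 5' end are a candidate explanation: at least 83.1% of peaks with 2 reads had that width in each library, while 2 reads with different ends overlap over less. A minimum width of 1 fragment in the peak caller would keep such stacks and drop offset pairs, and was not tested. Stacks fixed by sequence or enzyme would recur at the same base, yet only 1.38% of overlapping narrowest peaks of 2 libraries shared a start or an end (0.427% by chance). Peaks of the narrowest width were found in another library in 9.97% to 13.2% of cases, and wider peaks in 19.4% to 31.6%. Whether the stacks are copies from amplification was not tested.

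The factor that scales each library to the input ran from 2.67 to 3.30, although the methods describe libraries of equal size; the cause was not tested. With p-values recomputed under the smallest factor, the ASO to untreated ratio rose to 0.974 (0.961 to 0.987) in Htt+/+ and 0.886 (0.874 to 0.898) in HttQ111/+. A deficit stayed in both genotypes under equal factors, which argues against the factor alone as its whole source. Each library kept its own background and width, and only deposited peaks were counted again. The genome-wide background was 0.763 scaled reads in HttQ111/+ untreated and 1.04 in HttQ111/+ ASO. Other peak-calling settings therefore stay open as a source. With 1 library per group there is no spread between replicates to set the rest against. The rest therefore cannot be ascribed to an ASO effect.

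With q below 0.01 the ratio in HttQ111/+ was 0.710. Leaving out peaks with 2 reads, which passed in 1 library only, raised it to 0.774 (0.762 to 0.786). A deficit stayed without these peaks, so their passing the q cut did not give the whole drop. The interval covers counting error between 2 single libraries, so the rest cannot be ascribed to an ASO effect.

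HttQ111/+ ASO shared the fewest peaks, with 13.1% (12.7% to 13.4%) found in another library. It was level with the others only among its 518 peaks with 8 or more reads, where 68.0% were found, beside 63.0% to 74.1%. At every lower read number it shared fewer: 7.74% beside 11.5% to 12.6% with 2 reads, 9.93% beside 13.7% to 13.9% with 3, 16.01% beside 18.4% to 20.4% with 4, and 24.9% beside 30.9% to 33.1% with 5 to 7. Weighted by the read numbers of HttQ111/+ ASO, the shares of the other libraries came to 17.0% to 17.5%, so neither a lack of peaks on many reads nor the mix of read numbers accounts for the whole deficit. The share of regions lower with ASO in HttQ111/+ may reflect 1 library with weaker enrichment, or the scaling of that library. With 3 reads at the genome-wide background, fold enrichment was 4.41 in HttQ111/+ ASO. The same reads gave 6.19 in HttQ111/+ untreated and 5.47 in Htt+/+ ASO. The HttQ111/+ ASO library was also lower than Htt+/+ ASO in 69.8% of the 8390 regions with a peak in either. This share carries the same scaling, so it cannot tell weaker enrichment from scaling. An ASO effect confined to HttQ111/+ predicts the same and stays open.

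For the share of reproducible regions lower with ASO, 1 of the 3 splits of the 4 libraries gave a share as far from 50%, the real one, with the regions and values first chosen. In 3 of the 10 alternatives the crossed split (Htt+/+ ASO and HttQ111/+ untreated against the other pair) lay as far or farther: 26.8 points beside 26.8 over regions with a peak in all 4 libraries, 28.3 beside 28.2 in at least 3 libraries and 27.5 beside 23.5 from peaks with at least 5 reads. A difference between any 2 and 2 libraries cannot be told apart from an ASO effect, since 3 splits are too few.

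The promoter share of regions may follow from GC content. Random positions matched on GC content lay in promoters in 18.9% of cases, beside 12.4% for the 9158 regions that could be matched, and within 1 kb of a start site in 22.8%, beside 18.8%. The other 1335 regions, with a median GC content of 73.5%, had too few matches. Of these, 86.8% lay within 1 kb of a start site, and GC content was not tested for them.

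The strongest pileups lay in sequence with high input. The highest background at a peak was from 272 to 324 scaled reads by library, beside 0.763 to 1.04 genome-wide.

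The promoter share here was 15.9%. That is lower than the value quoted from the study above for striatum. The intergenic share here was 38.8%. That is higher than the value quoted from the study above for striatum. For regions from peaks with at least 5 reads the promoter share was 31.3% and the intergenic share 14.0%, so both directions depend on the regions used. The study called striatal peaks in broad mode and assigned them to features with other rules. Its intergenic value also takes in sequence downstream of genes. These differences were not adjusted for.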
